A study of Mus musculus with 8 samples.

How the data were processed

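CUT&Tag, in which an antibody directs a transposase to a chromatin mark and the tagged fragments are sequenced, was applied to 2 histone acetylation marks, H3K27ac and H3K9ac, in small intestinal crypts of 9-week-old male C57BL/6J mice. Per the labels, mice were fed or fasted for 24 h, and either left untreated or given tetracycline for 21 days, which gave 4 groups for each mark and 8 samples. Every sample had 2 peak lists, called rep 1 and rep 2 only in the names under which they were deposited, here lists 1 and 2. Whether lists 1 and 2 came from different mice is not said by the labels, so the list was the unit of spread and each list's value is given. All permutation tests and splits take the lists as separate; if they are repeats of a sample, the p-values are too small.

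The authors called peaks separately in each library, and each of the 16 deposited lists gives, per peak, a chromosome, a start, an end, a name beginning with MACS and a score. The score has no stated unit. Every score was at least 50, and the largest in a list lay between 2687 and 3233. It is the authors' own value for a peak and was used only to rank or filter peaks within a list. The names of the lists describe the data as downsampled, and no read totals are given in them, so the depth behind each list is unknown, and no interval that needs a depth is given. The aligner, the MACS version and cutoff, the use of IgG libraries and the genome build are not stated. Names of patch sequences and the position of peaks fitted GRCm38: peaks lay within 1 kb of a gene end 3.12 to 9.10 times as often as after moving them by 2 or 5 Mb in either direction.

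Main values used peaks on chromosomes 1 to 19, X and Y. Genes were the 21887 protein-coding genes of a RefSeq table for GRCm38.p6, which gives no strand. Start sites could therefore not be used, although the tests had been planned on them. A gene was called marked when a peak lay within 1 kb of either of its ends. Both ends were used in every alternative, and the distance was 1 kb in all but the alternative with a window of 2.5 kb. Overlapping peaks (at least 1 bp) of the 8 lists of a mark were merged into regions. Similarity of lists was the Jaccard index, the base pairs covered by both lists divided by those covered by either.

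Fasting effects on peak number, covered length and share of peaks at gene ends were averaged over both tetracycline states and tested by exact permutation of the Fed and Fast labels within each state, with 36 arrangements and a smallest possible two-sided p of 0.056. Tetracycline was tested in the same way within each feeding state. The difference of the fasting effect between tetracycline states was tested over the 36 arrangements of Fed and Fast labels. These assume no fasting effect in either state, not equal effects, so this is no exact test of that difference. The separation of lists by feeding was tested one-sided over the same 36 arrangements, with a smallest possible p of 0.11. None of these tests could pass 0.05. Benjamini-Hochberg adjustment covered the 12 tests of the design. Regions with a peak in both Fast lists and neither Fed list of a tetracycline state were counted without a test, because 2 lists against 2 allow no p below 0.33. Regions and genes with a peak in all 4 lists of a feeding state and none of the other 4 were compared with all 35 splits of the 8 lists into 4 and 4. Odds ratios carry 95% Wald intervals over regions, which are not independent replicates.

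Genes and regions named in the text followed a rule written before the data were examined. Up to 5 genes per mark and direction were taken among those marked in all 4 lists of a feeding state and none of the other 4, and up to 2 regions away from gene ends, ranked by the median score over the 4 lists. Lists of stem cell, regeneration, fasting, antimicrobial, epithelial, other-tissue and immune genes were fixed at the same time, as were 9 genes to be named whatever their values, of which 1 is not reported here. The other-tissue and immune lists overlap.

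The alternatives fixed beforehand were the upper 0.5 of each list by score, the same number of top-scoring peaks in every list of a mark, leaving out the lists of 1 number, all sequences, an overlap of 0.5 of the shorter peak, bridging gaps of up to 500 bp, a window of 2.5 kb, and pairs of the same list number. Peaks at least 500 bp wide, crossed pairs of list numbers, the comparison of widths within list numbers and the separation from pairs of different numbers were added after the data were seen. The counting was tested on simulated lists with 200 regions planted in all Fast and no Fed lists: all were recovered, as the counting rule requires, over 112301 H3K27ac and 295928 H3K9ac regions. In all, 646 and 735 regions were called, so 446 and 535 came from the simulated lists without being planted; these lists drew regions independently and in the real numbers per list. In that simulation the feeding split gave the total ranked 3 of 35 for H3K27ac and 4 of 35 for H3K9ac, so 200 planted regions did not put it first. Real lists overlap in another way, so this does not say how many regions would put a split first in them. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.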

Results

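Acetylation of histone H3 at lysines 27 and 9, marks found at active enhancers and promoters, was profiled in mouse small intestinal crypts. The questions were whether fasting alters chromatin and whether this depends on tetracycline. A reduction of the intestinal microbiota is only implied by tetracycline, as the data hold no measure of it. Each mark had 4 groups: fed or fasted mice (Fed, Fast), each without or with tetracycline. Every group held 1 sample with 2 peak lists. Depth was unknown.

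H3K27ac lists held between 32392 and 68545 peaks. Without tetracycline, Fed lists 1 and 2 held 36340 and 47565 peaks and Fast lists 68545 and 55415. With tetracycline, Fed lists held 32392 and 48242 peaks and Fast lists 56717 and 36737. H3K9ac lists spread further, from 17249 to 99050 peaks. Without tetracycline, Fed lists 1 and 2 held 17249 and 51552 H3K9ac peaks and Fast lists 99050 and 35889. With tetracycline, Fed lists held 24643 and 54158 H3K9ac peaks and Fast lists 97764 and 53313. The pooled SD between the 2 lists of a group was 0.35 on the log2 scale for H3K27ac and 0.91 for H3K9ac (4 groups of 2 lists each).

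**Figure D1:**
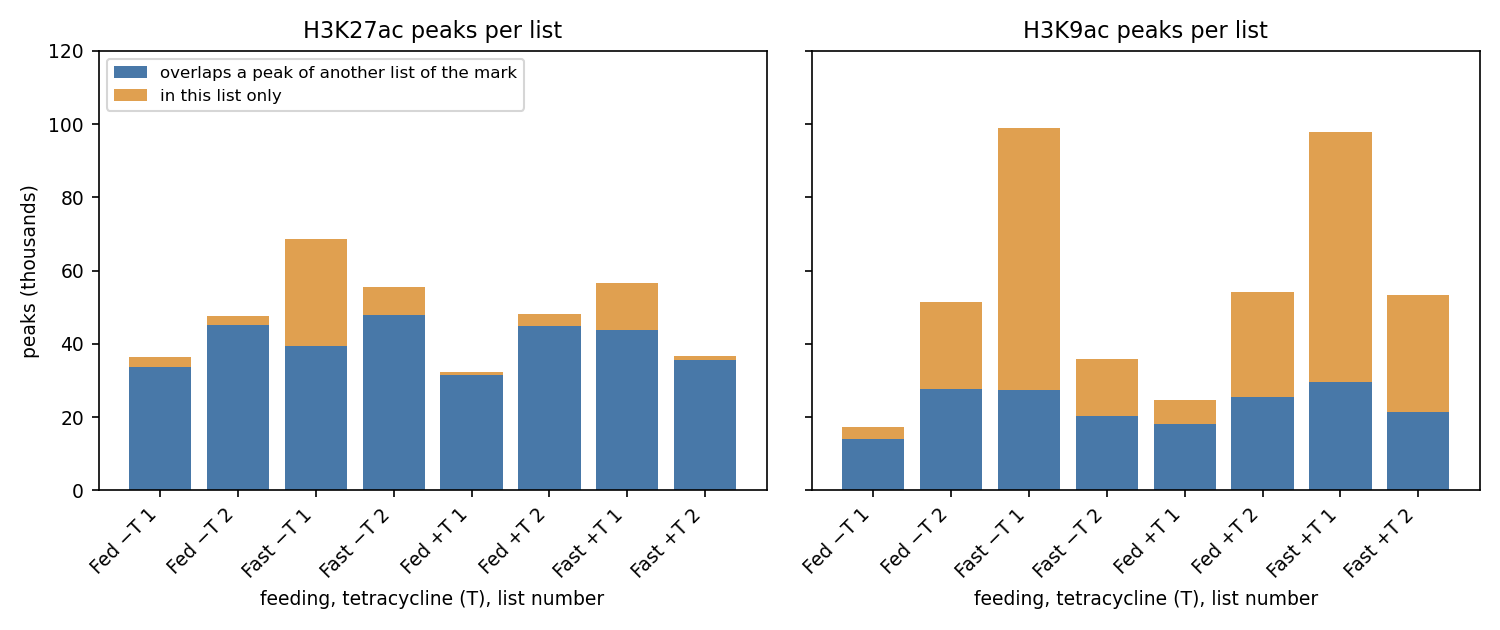
Number of peaks (axis in units of 1000) in each of the 16 lists, split into peaks that overlap a peak of another list of the mark and peaks in that list only; T is tetracycline. Lists 1 of the H3K9ac Fast groups held 99050 and 97764 peaks, of which 72.2% and 69.7% were in no other list.

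The lists also differed in composition. The share of peaks that overlapped no peak of another list of the mark ranged from 2.78% to 42.3% for H3K27ac and from 18.4% to 72.2% for H3K9ac. Peaks exactly 200 bp wide, the narrowest width in any list, made up 17.2%, 20.3% and 31.2% of the H3K9ac lists Fast 1 without tetracycline, Fast 1 with tetracycline and Fast 2 with tetracycline. They made up 11.8% of the H3K27ac list Fast 1 without tetracycline and at most 1.73% of every other list. The share of genes marked varied much less, from 42.9% to 50.7% of genes for H3K27ac and from 41.1% to 53.2% for H3K9ac.

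The first question was whether fasting changed the extent of the marks. Fast lists held more H3K27ac peaks by a mean log2 ratio of 0.39 (exact permutation p = 0.17, two-sided, adjusted p = 0.58). This ratio was 0.57 without and 0.21 with tetracycline, and 3 of the 4 pairs of the same list number showed the direction. It depended on the list number, being 0.86 over lists 1 and -0.086 over lists 2. For H3K9ac the ratio was 0.99 (exact permutation p = 0.22, adjusted p = 0.58), with 2.25 over lists 1, -0.27 over lists 2 and 2 of 4 pairs higher. Counting only peaks at least 500 bp wide, the ratios were 0.16 for H3K27ac and 0.23 for H3K9ac. Neither difference could be told from the spread between lists. The covered length rose by log2 ratios of 0.29 for H3K27ac (exact permutation p = 0.33) and 0.45 for H3K9ac (exact permutation p = 0.39). Each had an adjusted p of 0.58 in these permutation tests. These ratios also depended on the list number. They were 0.56 over lists 1 and 0.028 over lists 2 for H3K27ac, and 1.32 and -0.41 for H3K9ac.

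The share of peaks at gene ends differed, Fast minus Fed, by -4.85 percentage points for H3K27ac (exact permutation p = 0.11) and by -14.8 for H3K9ac (exact permutation p = 0.17). Both had an adjusted p of 0.58 over the 12 permutation tests. Over lists 2 alone the differences were -0.28 and 0.12 percentage points. Reducing every list to the same number of top peaks gave -2.06 and -13.6 (exact permutation p = 0.056 for both), and the upper 0.5 of each list by score gave -6.54 and -24.4 (exact permutation p = 0.056 and 0.11). Within the regions with a peak in all 8 lists, 16401 for H3K27ac and 4511 for H3K9ac, the mean log2 ratio of peak width, Fast over Fed, was 0.12 (exact permutation p = 0.44) and 0.0090 (exact permutation p = 0.89). In these regions list 1 had narrower peaks than list 2 in all 4 groups of both marks. Compared within list numbers, peaks were wider in Fast in 3 of 4 pairs for both marks (exact sign-flip permutation p = 0.25 for H3K27ac and 0.75 for H3K9ac, smallest possible 0.125).

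Tetracycline itself left peak number within the spread. The labels do not say whether tetracycline samples were sequenced in another run, which could not be told apart from tetracycline. The log2 ratio with over without tetracycline was -0.25 for H3K27ac (exact permutation p = 0.39, adjusted p = 0.58) and 0.28 for H3K9ac (exact permutation p = 0.61, adjusted p = 0.67). No difference of the fasting effect on peak number between the tetracycline states was detected, in a test that assumes no fasting effect in either state. The difference of the log2 ratios was -0.36 for H3K27ac (exact permutation p = 0.56, adjusted p = 0.67) and -0.017 for H3K9ac (exact permutation p = 0.94, adjusted p = 0.94).

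The overlap of lists was then compared. Within a tetracycline state, H3K27ac lists of the same group had a mean Jaccard index of 0.498 and lists of the other feeding state 0.489. The separation was 0.0096 (exact permutation p = 0.33, one-sided, adjusted p = 0.58). It was 0.022 without and -0.0024 with tetracycline, a difference that was not tested. H3K9ac lists overlapped less, with means of 0.215 and 0.216 and a separation of -0.00066 (exact permutation p = 0.56, one-sided, adjusted p = 0.67), made up of -0.0047 without and 0.0034 with tetracycline. These values depend on list number, since lists of the same group always differ in number and other pairs need not. From pairs of different numbers only, the separation was 0.041 without and 0.011 with tetracycline for H3K27ac, and -0.0087 and 0.0026 for H3K9ac. The means of 0.026 and -0.0030 had an exact permutation p of 0.25 and 0.75, one-sided, where 0.25 is the smallest possible. Of the 112301 H3K27ac regions, 14.6% had a peak in all 8 lists and 53.1% in a single list. Of the 295928 H3K9ac regions, 1.52% had a peak in all 8 lists and 84.4% in a single list.

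**Figure D2:**
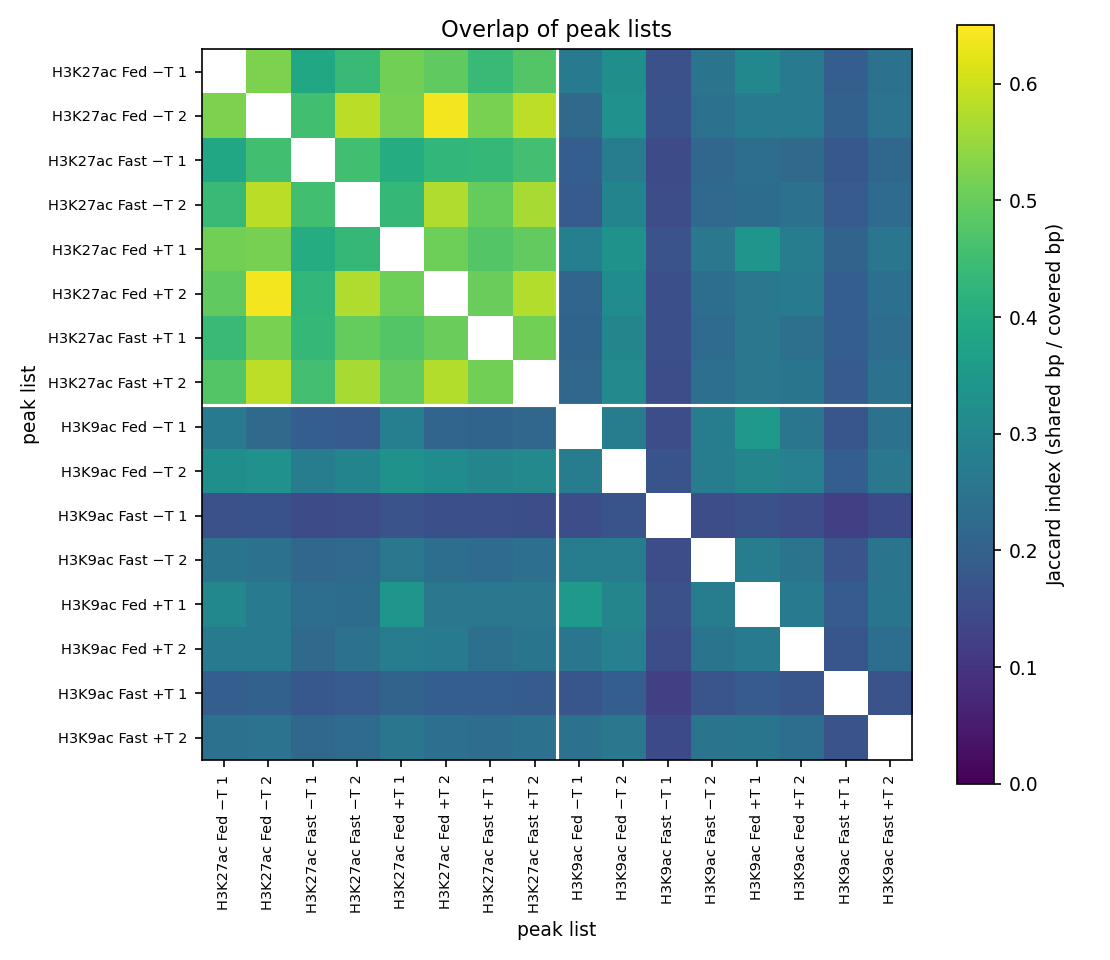
Jaccard index (base pairs covered by both lists over base pairs covered by either) for each pair of the 16 lists, with white lines between the marks; T is tetracycline. Pairs within H3K27ac lie between 0.387 and 0.638, pairs within H3K9ac between 0.123 and 0.352, and pairs of different marks between 0.151 and 0.341.

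To see where fasting added or removed a mark, regions found in both lists of a feeding state and neither list of the other were counted. Without tetracycline, 3478 H3K27ac regions were in both Fast and no Fed lists and 1348 the reverse. With tetracycline the counts were 2148 and 1178. Other ways of pairing the same 4 lists were counted beside it. Without tetracycline, the feeding split totalled 4826 regions, the split by list number 4842 and the crossed split 2101. With tetracycline, these totals were 3326, 2547 and 3198. The direction without tetracycline reversed when every list was given the same number of top peaks, with 1459 regions in both Fast and no Fed lists and 1949 the reverse. For H3K9ac, 1879 regions were in both Fast and no Fed lists without tetracycline against 1080 the reverse, and 2876 against 1307 with tetracycline. Given the same number of top peaks, H3K9ac reversed in both states, to 174 against 1695 and 248 against 1617. Without tetracycline, the H3K9ac feeding split totalled 2959 regions, the split by list number 3137 and the crossed split 4138. With it, the H3K9ac totals were 4183, 3581 and 4250.

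The next comparison asked whether the same regions responded with tetracycline. Of the 3478 H3K27ac regions gained with fasting without tetracycline, 449 (12.9%) were also gained with it, against 1.91% of all regions, an odds ratio of 9.35 (95% confidence interval 8.38 to 10.4). The odds ratio was 7.63 for regions lost with fasting, and between 1.90 and 4.95 for the splits of the lists that do not follow feeding. For H3K9ac, 56 of 1879 regions (2.98%) recurred, an odds ratio of 3.20 (2.45 to 4.18), below the 3.33 to 8.79 of the splits that do not follow feeding, while regions lost with fasting gave 9.73. All these ratios are raised by regions with a peak in a single list, which belong to neither class.

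Both tetracycline states together gave 4 lists against 4. A total of 449 H3K27ac regions had a peak in all 4 Fast and no Fed list and 94 the reverse. Their sum of 543 was the largest of the 35 splits of the 8 lists, whose median was 123. When every list had the same number of top peaks the counts were 315 and 203, and the sum of 518 again was the largest of 35. Without lists 1, and so with 2 lists against 2, the counts were 1636 and 2486, and without lists 2 they were 5152 and 705. For H3K9ac the counts were 56 and 43, and 18 of the 35 splits gave as large a sum. They became 2 and 218, the reverse direction, with the same number of top peaks; 1 of 35 splits, feeding, then gave as large a sum. Of the 449 H3K27ac regions, 7.13% lay at a gene end, against 13.6% of all H3K27ac regions, a difference that was not tested. The other 417 lay over 1 kb from every gene end. The highest-ranked lay between genes on chromosome 4 at 97465274 to 97466659, nearest to Nfia, and on chromosome 4 at 95483295 to 95484657, nearest to Fggy. The highest-ranked of the 84 H3K27ac regions in all Fed and no Fast lists away from gene ends lay on chromosome 12 at 28904354 to 28905488, nearest to Eipr1, and on chromosome 3 at 148797903 to 148799457, nearest to Adgrl2. Those for H3K9ac lay within Rreb1 (chromosome 13, 37853674 to 37855032) and Ivns1abp (chromosome 1, 151347712 to 151349212) for Fast. For Fed they lay nearest to Gm46963 (chromosome 6, 86594291 to 86596667) and within Slc25a42 (chromosome 8, 70192650 to 70194121). All positions are GRCm38, counted from 1.

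**Figure D3:**
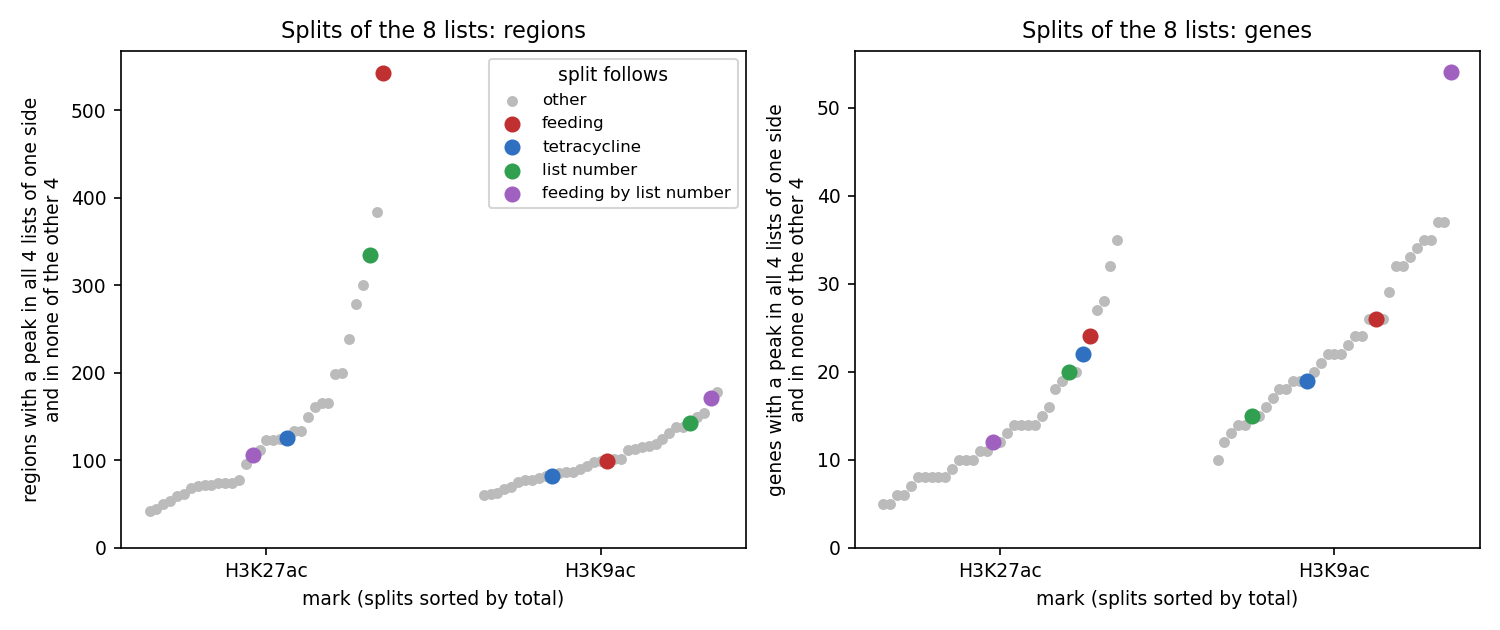
Number of regions (left) and genes (right) with a peak in all 4 lists of a side and in none of the other 4, for each of the 35 splits of the 8 lists of a mark, sorted by the number. The feeding split gives 543 regions for H3K27ac, the largest of 35, and 99 for H3K9ac, which 18 of 35 splits reached.

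At gene ends the differences were small. For H3K27ac, 21 genes were marked in all 4 Fast and no Fed list and 3 in the reverse direction. Of the 35 splits, 5 gave as large a sum. The counts were 21 and 18 with the same number of top peaks, where 1 of 35 splits, feeding, gave as large a sum. The highest-ranked of the 21 were Fgfr4 (chromosome 13), Plekhb1 (chromosome 7), Scn2b (chromosome 9), Npy2r (chromosome 3) and Hcar2 (chromosome 5). The reverse 3 were Tle6 (chromosome 10), Slfn2 and Cdk5r1 (both chromosome 11). For H3K9ac, 17 genes were marked in all 4 Fast lists only and 9 in all 4 Fed lists only, and 13 of the 35 splits gave as large a sum. The direction reversed with the same number of top peaks, to 0 and 124, again a sum reached by 1 of 35 splits. Magohb, Zfp239, Cc2d2a, Tcaf2 and 1190005I06Rik ranked highest among the 17, and Mvb12a, Vkorc1l1, Chd3, Apol7a and Slc34a3 among the 9.

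Genes fixed in advance gave the following counts of lists. Cpt1a was marked at a gene end in all 8 lists for both marks. Pdk4 had H3K27ac in all 8 lists, and H3K9ac in 3 Fast and 4 Fed lists. The stem cell gene Olfm4 had H3K27ac in 4 Fast and 1 Fed lists and H3K9ac in 4 Fast and 2 Fed lists. Ascl2 was marked in 3 Fast lists for H3K27ac, in 2 Fast lists for H3K9ac and in no Fed list. Lgr5 was marked in 1 Fast list for H3K27ac, in 2 Fast lists for H3K9ac and in no Fed list. Of the regeneration genes, Clu had H3K27ac in 4 Fast and 2 Fed lists and H3K9ac in 1 list of each feeding state. Ly6a was marked in 1 Fast list for H3K27ac, in 2 for H3K9ac and in no Fed list. Anxa1 was marked in none of the 16 lists.

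As sets, 2 gene lists reached the smallest p the design allows, both for H3K27ac, and neither passed adjustment. Of the 10 stem cell genes, a mean of 5.0 were marked in Fed lists and 8.25 in Fast lists (exact permutation p = 0.056, two-sided, adjusted p = 0.39 over 14 tests), with Fast higher in 4 of 4 pairs of the same list number. With the same number of top peaks the difference fell from 3.25 to 2.0 genes (exact permutation p = 0.11). Of the 12 fasting genes, 10.75 were marked in Fed and all 12 in Fast lists (exact permutation p = 0.056, adjusted p = 0.39), again with 4 of 4 pairs higher. The difference of 1.25 genes stayed with the same number of top peaks. The H3K27ac differences for the regeneration, antimicrobial, epithelial, other-tissue and immune lists were 0.75, -0.25, 0, 0 and 0.5 genes. All 10 epithelial genes were marked in every H3K27ac list, and between 1 and 2 of the 10 other-tissue genes. For H3K9ac the stem, regeneration, fasting, antimicrobial, epithelial, other-tissue and immune lists differed by 2.25, -1.0, 0, 2.25, 0.25, 0.5 and 0.75 genes. With all peaks, the lowest exact permutation p among these H3K9ac lists was 0.11, for the antimicrobial list (adjusted p = 0.52). The antimicrobial difference became -0.75 with the same number of top peaks. In that setting the stem, regeneration, fasting, epithelial, other-tissue and immune lists differed by 0.25, -2.0, -1.75, -0.5, -0.5 and 0.25 genes. The regeneration difference then had an exact permutation p of 0.11.

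**Figure D4:**
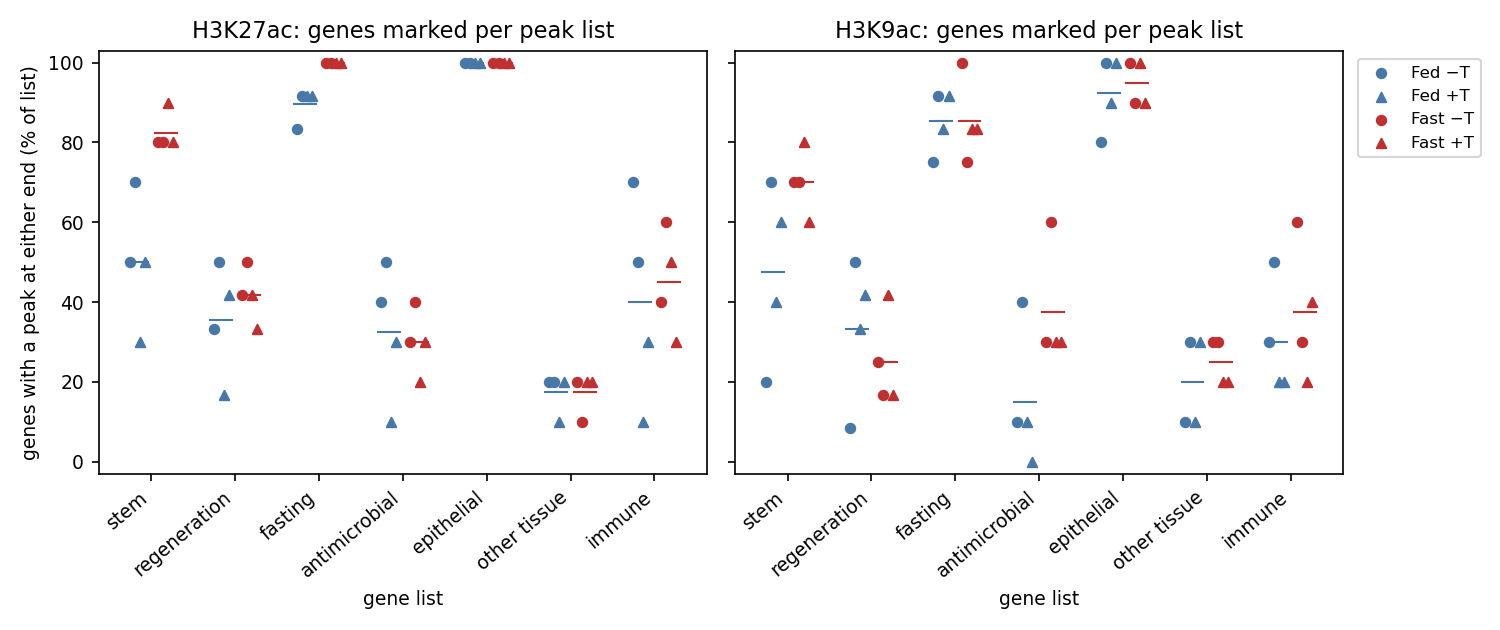
Percent of the genes of each fixed list with a peak within 1 kb of either end, per peak list; points are lists (circles without, triangles with tetracycline, T), and lines are the mean of 4 lists. H3K27ac marked 8 to 9 of the 10 stem cell genes in Fast lists and 3 to 7 in Fed lists.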

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

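The comparisons by peak width and by genes marked in the next paragraph were chosen after the difference was seen; the test on moved peaks was written before its result.

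The fasting effect on H3K9ac peak number went opposite ways in lists 1 and lists 2. The log2 ratios, Fast over Fed, were 2.52 without and 1.99 with tetracycline for lists 1, and -0.52 and -0.023 for lists 2. The mean difference between list numbers was 2.53, and 1.74 for the covered length, where lists 1 gave 1.51 and 1.13 and lists 2 -0.52 and -0.31. This difference was not tested: there are 2 pairs of each number, and the names call the lists rep 1 and rep 2 without saying what kind of replicate is meant. Over lists 1, the log2 ratio was 1.05 for peaks at least 500 bp wide and 0.30 for the number of genes marked. A candidate explanation is scattered background calls in the Fast libraries of number 1. In these lists, the peaks absent from both Fed lists of their tetracycline state recurred in the other Fast lists in 2.66% to 5.94% of cases. After the peaks were moved by 2 or 5 Mb, 1.76% to 3.61% overlapped a peak. The median ratio over the 6 comparisons was 1.61, against 2.49 for lists 2 of H3K9ac and 3.78 and 8.29 for lists 1 and 2 of H3K27ac. Most of these peaks were thus not found again, while the recurrence above moved peaks leaves a part that background and signal cannot be told apart for, since moved peaks also lose their gene-rich surroundings. Differences in depth between libraries could not be examined without read totals. A real spread of H3K9ac with fasting in some animals stays open as untested.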

How the results depend on the processing

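Peaks at least 500 bp wide, the crossed pairing, the pairing of widths and the separation from pairs of different numbers were chosen after the data were seen; all other alternatives were fixed before. Of the values under alternatives that kept both list numbers, 12 reversed. Another 10, all counts or odds ratios, kept their direction but moved, and 92 were called the same. Same meant a count within 1.5 times the reported one, an odds ratio within the reported interval, or a tested value of the same sign. Of these 92, 20 could not change by construction, and 15 of the other 72 lay over 1.5 times away from the reported value. No test of the design crossed 0.05, which none could, so this says nothing about stability.

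Leaving out the lists of 1 number changed most results; each group then had 1 list, so counts of regions rest on fewer lists and rise by construction. Across the 2 fits, the fasting log2 ratio of peak number ran from -0.086 to 0.86 (H3K27ac) and -0.27 to 2.25 (H3K9ac). That of covered length ran from 0.028 to 0.56 (H3K27ac) and -0.41 to 1.32 (H3K9ac). The interaction ran from -0.61 to -0.11 (H3K27ac) and -0.53 to 0.50 (H3K9ac). The difference in gene-end share ran from -9.42 to -0.28 points (H3K27ac) and -29.7 to 0.12 (H3K9ac). Gained regions ran from 16553 to 42421 without and 5435 to 27866 with tetracycline for H3K27ac, and 21600 to 87993 and 40769 to 84328 for H3K9ac. Without lists 1, the reverse counts were larger for H3K27ac with tetracycline (15201) and for H3K9ac without it (37011). Regions in all Fast and no Fed lists ran from 1636 to 5152 and 1149 to 5257, and genes from 92 to 500 and 155 to 893. In all these 4 counts the Fed direction was larger without lists 1. The recurrence odds ratio ran from 0.20 to 1.34 (H3K27ac) and 0.021 to 0.12 (H3K9ac), where a peak in a single list excludes the other class. The separation of lists has no value with 1 list per group.

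With the same number of top peaks in every list, H3K27ac regions gained without tetracycline fell to 1459 against 1949 lost, the recurrence odds ratio rose to 11.2, genes stood at 21 against 18, and regions in all Fast and no Fed lists stood at 315 against 203. For H3K9ac, gained regions fell to 174 against 1695 without and 248 against 1617 with tetracycline, the odds ratio rose to 4.23, the separation became 0.012 (exact permutation p = 0.44), regions in all Fast and no Fed lists fell to 2 against 218, and genes to 0 against 124. The gene-end share differed by -2.06 points for H3K27ac and -13.6 for H3K9ac.

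With the upper part of each list by score, gained H3K27ac regions with tetracycline fell to 1249 (367 lost). For H3K9ac, gained regions fell to 581 against 698 and 940 against 924, regions in all Fast lists only to 12 against 46 and genes to 6 against 37. The gene-end share differed by -6.54 (H3K27ac) and -24.4 points (H3K9ac). This setting leaves ratios of peak number as they were by construction.

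With peaks at least 500 bp wide, the fasting log2 ratio of peak number fell from 0.39 to 0.16 (H3K27ac) and from 0.99 to 0.23 (H3K9ac). The tetracycline log2 ratio for H3K9ac fell from 0.28 to 0.0085, and the gene-end share differed by -2.49 points (H3K27ac) and -7.10 (H3K9ac) in place of -4.85 and -14.8. The recurrence odds ratios became 7.85 (H3K27ac) and 5.22 (H3K9ac). H3K9ac gained regions became 709 against 1051 without and 1089 against 1072 with tetracycline, regions in all Fast lists only 36 against 59 and genes 10 against 17. Bridging gaps of 500 bp gave 85 H3K9ac regions against 34 and an odds ratio of 2.32, and the 2.5 kb window 44 H3K9ac genes against 7. The causes of these changes were not tested, beyond the rank limit weighed among the other observations. H3K27ac regions in all Fast and no Fed lists outnumbered the reverse under each setting but the one without lists 1.

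Whether the list numbers paired the lists depended on the measure. For both marks, list 1 held fewer peaks than list 2 in both Fed groups and more in both Fast groups, so the numbers did not pair peak number. In regions found in all 8 lists, however, list 1 had narrower peaks in every group (mean log2 difference -0.31 for H3K27ac and -0.33 for H3K9ac), and H3K27ac lists of the same number overlapped more than others (Jaccard index 0.514 against 0.481). From pairs of different numbers only, the separation by feeding was 0.026 for H3K27ac, against 0.0096, and -0.0030 for H3K9ac, and no test of it can reach 0.05. With the number as a block over 4 pairs (smallest exact sign-flip p 0.125), the fasting effect on peak number had p = 0.38 for H3K27ac (0.39) and 0.50 for H3K9ac (0.99) by exact permutation; no call could change. In the crossed pairing Fast held more peaks in 4 of 4 pairs for both marks, but had wider peaks in the common regions in 2 of 4, against 3 of 4 for pairs of the same number.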

Other observations

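The test of genes near Fast-only regions, the splits that keep samples whole, the test with peaks at least 500 bp wide and the comparison of list numbers were chosen after the data were seen; the comparison with other splits of the lists was planned, and its expectations were written after the counts were known. The verdicts on nearby genes, on the rank limit and on list numbers were made more cautious after their values were seen, as told with each.

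With all peaks, H3K27ac was the mark in which feeding stood out from other splits of the lists. The sum of 543 regions in all lists of a feeding state and none of the other was reached by 1 of the 35 splits, the feeding split itself. This comparison takes the lists as separate. If the 2 lists of a sample are repeats, only 3 splits keep samples whole, with sums of 543 for feeding, 126 for tetracycline and 62 for the crossed groups, and no share below 0.33 is possible, so chance would stay open. Simulated lists drawn independently gave 446 H3K27ac regions in all Fast and no Fed lists that had not been planted. They did not keep how real lists overlap, and the real splits had a median sum of 123. The simulated count therefore does not measure the background of the 449, and nothing is concluded from it. The next largest sums were 384 for a split that follows no label and 335 for the split by list number. Unequal list sizes as the whole cause were argued against by the setting with the same number of top peaks, where again 1 of the 35 splits, feeding, reached the sum of 518. Narrow peaks were argued against in the same way, with 1 of 35 splits at 482 regions of peaks at least 500 bp wide. The share of regions on the Fast side did depend on list size, being 449 of 543 with all peaks and 315 of 518 with equal numbers. A fasting-linked change of H3K27ac at a small set of regions is a hypothesis, and it rests on the lists being separate. Most of these regions lay away from gene ends, but so did most H3K27ac regions. A difference in cell composition of the crypt preparations, or in handling of fed and fasted mice, was not tested and stays open. For H3K27ac genes, 5 of the 35 splits gave as large a sum, for H3K9ac regions 18 and for H3K9ac genes 13, so these counts may be chance splits of the lists, although feeding alone led for both marks at genes and for H3K9ac regions once every list had the same number of top peaks. The largest sum for H3K9ac genes, 54, belonged to the split that puts list 1 of Fast with list 2 of Fed, the larger list of each group.

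If the Fast-only H3K27ac regions reflect a fasting response, they might lie near known fasting genes. Of the 12 fasting genes, 3 had such a region within 100 kb against a mean of 0.993 in random lists matched on the number of H3K27ac regions around each gene, and 7.03% of 10000 random lists had as many. The limit of 5% written for this test was therefore not met, which on the expectation set for it spoke against the explanation; after seeing the value it was called undecided, because Acot1 and Acot2 share their regions and the test is small. The test and its 100 kb window were chosen after a look at high-scoring regions and the genes near them. It was run for 28 combinations of mark, direction and gene list. The lowest share of random lists, 1.29%, belonged to the regeneration list near Fed-only H3K27ac regions (2 genes, Il33 and Areg). The epithelial list, meant as a control, had 3 of 10 genes near Fast-only regions (4.45%), and the stem cell list 2 of 10 (14.6%). In the epithelial list, Krt8 and Krt18 likewise share their region.

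More stem cell genes carried H3K27ac in Fast lists. The difference of 3.25 genes was reached by 0.02% of 10000 random lists of genes matched on how many lists mark them, which speaks against any genes marked as often showing it; this describes these libraries only. With the same number of top peaks the difference was 2.0 genes, with Fast lists marking 4 to 7 and Fed lists 3 to 5, so unequal list sizes may account for a part; the written expectations were 0 or an unchanged difference, and 2.0 met neither. It was 1 of 14 list tests. The difference was 4.5 over lists 1 and 2.0 over lists 2. For H3K9ac it was 4.5 over lists 1 and 0 over lists 2.

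H3K9ac lists reversed direction when every list was reduced to its 17249 top peaks, leaving 218 regions in all Fed and no Fast lists. A candidate explanation is that Fast peaks at these regions fell below the rank limit. Only 3.67% of the 218 regions had a peak in all 4 full Fast lists, but only 6.42% had a peak in none of them, so most regions had a peak in some full Fast lists. The expectation written beforehand, over 50% with a peak in all 4, failed; the verdict was changed to undecided after the 6.42% was seen. Of the top 17249 peaks of H3K9ac Fast lists 1, 62.2% and 57.1% were found in no other list, against 15.6% to 26.4% in Fed lists. In Fast lists 2 these shares were 25.5% without and 32.5% with tetracycline, so the high shares belonged to lists 1 of Fast. The score therefore did not rank peaks by whether other lists held them in the same way in all libraries.

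Averaged over all pairs, H3K9ac lists overlapped each other no more than they overlapped H3K27ac lists, with mean Jaccard indices of 0.220 and 0.236. Pairs with an H3K9ac list 1 of Fast lay between 0.123 and 0.194 within the mark and between 0.151 and 0.207 across marks. Other pairs lay between 0.234 and 0.352 within H3K9ac and between 0.187 and 0.341 across marks. Lists 1 of Fast enter a larger part of the pairs within H3K9ac, so the order of the means may rest on them. It was not tried without them. With 17249 top peaks in all 16 lists the means became 0.307 and 0.265, a difference of 0.042, the sign written beforehand for weak peaks filling the H3K9ac lists. This cannot tell weak peaks in all H3K9ac lists from those in lists 1 of Fast. No biological explanation was tested.

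Lists of the same number and feeding state but different tetracycline states overlapped more, on average, than the 2 lists of a group. This held in 4 of the 4 sets of mark and feeding state, with all peaks and with the same number of top peaks (for H3K27ac Fed, 0.575 against 0.514 with all peaks). Libraries handled together by list number might give this, yet only 5 of the 8 single pairs lay above their group mean, mostly pairs of lists 2. The written expectation was met, but after this look at single pairs the verdict was changed to undecided, as better libraries among lists 2 would give the same.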
